# PID-1 is a novel factor that operates during 21U-RNA biogenesis in *Caenorhabditis elegans*

**DOI:** 10.1101/gad.238220.114

**Published:** 2014-04-01

**Authors:** Bruno F.M. de Albuquerque, Maartje J. Luteijn, Ricardo J. Cordeiro Rodrigues, Petra van Bergeijk, Selma Waaijers, Lucas J.T. Kaaij, Holger Klein, Mike Boxem, René F. Ketting

**Keywords:** 21U, 22G, *C. elegans*, Piwi, biogenesis, piRNA, pid-1

## Abstract

The Piwi–piRNA pathway represents a small RNA-based mechanism responsible for the recognition and silencing of invading DNA. Biogenesis of piRNAs (21U-RNAs) is poorly understood. In *Caenorhabditis elegans*, the piRNA-binding Argonaute protein PRG-1 is the only known player acting downstream from precursor transcription. From a screen aimed at the isolation of piRNA-induced silencing-defective (Pid) mutations, we identified, among known Piwi pathway components, PID-1 as a novel player. PID-1 is a mostly cytoplasmic, germline-specific factor essential for 21U-RNA biogenesis, affecting an early step in the processing or transport of 21U precursor transcripts. We also show that maternal 21U-RNAs are essential to initiate silencing.

## Abstract (precis)

The Piwi–piRNA pathway represents a small RNA-based mechanism to silence invading DNA. It is unknown how transcripts are selected for generation of 21U-RNA, the piRNA class in *C. elegans*. Ketting and colleagues identify PID-1 as a 21U-RNA biogenesis factor and show that PID-1 affects an early step in the processing or transport of 21U precursor transcripts. The authors further show that maternal 21U-RNAs are essential to initiate silencing. This work provides novel insights into piRNA-induced silencing and small RNA biogenesis.

One of the challenges faced by germ cells is the faithful inheritance of their genomes over generations. An important aspect of this process is to ensure that potentially harmful DNA sequences are not expressed and/or do not replicate. Such sequences include transposons and retroviruses and, when left unchecked, create havoc, leading to fertility problems. One of the mechanisms controlling this line of defense is the Piwi–piRNA system (Ghildiyal and Zamore 2009; Malone and Hannon 2009; Luteijn and Ketting 2013).

The Piwi–piRNA pathway is a small RNA-based mechanism. At its core, Argonaute proteins from the Piwi subfamily use small RNA cofactors called piRNAs to recognize and silence transcripts derived from repetitive elements. Silencing often involves the amplification of a small RNA population and can occur at both the post-transcriptional and transcriptional levels. Post-transcriptional silencing involves cleavage of targeted mRNA molecules by the RNase H activity of Piwi proteins, while transcriptional silencing likely involves the recognition of a nascent transcript and is accompanied by the acquisition of repressive chromatin marks at the targeted locus (Ashe et al. 2012; Buckley et al. 2012; Luteijn et al. 2012; Shirayama et al. 2012; Sienski et al. 2012; Huang et al. 2013; Le Thomas et al. 2013; Rozhkov et al. 2013). This heterochromatin-like state can spread and lead to the silencing of genes that are located close to a Piwi target (Sienski et al. 2012). Despite the fact that a number of proteins have been linked to these activities (Ghildiyal and Zamore 2009; Malone and Hannon 2009; Luteijn and Ketting 2013), the exact mechanisms of this transcriptional silencing mechanism remain unclear.

Although the core principles of Piwi-driven mechanisms appear to be strongly conserved, the precise mechanisms through which Piwi proteins act and piRNAs are produced are remarkably flexible between species. In the nematode *Caenorhabditis elegans*, the Piwi protein PRG-1 is guided to its targets by piRNAs (named 21U-RNAs in *C. elegans*) (Ruby et al. 2006; Batista et al. 2008; Das et al. 2008; Wang and Reinke 2008) in a process that tolerates significant mismatches (Bagijn et al. 2012; Lee et al. 2012). Combined with the fact that ∼30,000 21U-RNAs have been identified (Gu et al. 2012), 21U-RNAs can identify almost any foreign DNA sequence. Following target recognition by PRG-1, a second class of small RNAs (22G-RNAs) is produced, using the target transcript as a template (Das et al. 2008). In order to produce 22G-RNAs, presumably one of the RNA-dependent RNA polymerase (RdRP) enzymes of *C. elegans* is required as well as some genes known as mutator genes, like *mut-7* and *rde-3* (Bagijn et al. 2012). The 22G-RNAs are bound by a different set of Argonaute proteins, including the nuclear protein HRDE-1/WAGO-9 (Ashe et al. 2012; Buckley et al. 2012; Shirayama et al. 2012). The final outcome is reduced transcription and trimethylation of Lys9 of histone H3 (H3K9me3) of PRG-1 targeted genes (Ashe et al. 2012; Luteijn et al. 2012; Shirayama et al. 2012). Intriguingly, this transcriptional silencing response can acquire a PRG-1-independent, self-maintaining state. Under these conditions, HRDE-1, RDE-3, and MUT-7 are still required (Ashe et al. 2012; Luteijn et al. 2012; Shirayama et al. 2012).

The least-understood step in this PRG-1-mediated mechanism is how 21U-RNAs are made. In fact, we only know that 21U-RNA genes are marked by the presence of an upstream consensus motif (Ruby et al. 2006) of one transcription factor that plays a role in their transcription (Cecere et al. 2012) and that they are made as 5′-capped precursors that are at least 26 nucleotides (nt) in length (Gu et al. 2012). From these precursors, the two most 5′ bases are removed, likely followed by binding to PRG-1 and 3′ end trimming (Kawaoka et al. 2011). We do not know any of the factors acting during precursor processing. Here, we describe a forward mutagenesis screen aimed at the isolation of mutants that are piRNA-induced silencing-defective (Pid). This screen led to the identification of alleles of known PRG-1 pathway components but also revealed a novel protein, PID-1, that plays an important role in 21U-RNA biogenesis downstream from their transcription. We also describe genetic experiments revealing intriguing maternal and paternal effects of the PRG-1 pathway.

## Results and Discussion

### Isolation of mutants in the 21U pathway

In order to identify novel genes acting in the PRG-1-mediated silencing pathway, we made use of a strain expressing a GFP-Histone-2B fusion gene that carries a specific 21UR1-RNA recognition site in its 3′ untranslated region (UTR) (21U sensor) (Bagijn et al. 2012). We previously described how loss of HENN-1, the enzyme catalyzing the 3′ end methylation of 21U-RNAs, leads to partial desilencing of this transgene (Kamminga et al. 2012). We also demonstrated that this partially activated state is subject to spontaneous resilencing, after which this sensor construct is no longer responsive to removal of PRG-1 (Luteijn et al. 2012). In order to identify genes that act at any stage of the piwi pathway, we mutagenized a population of animals carrying a partially activated 21U sensor in a *henn-1* mutant background with EMS and scored for full activation of the 21U sensor (Supplemental Fig. S1A). Genome-wide resequencing of retrieved mutant strains identified premature stop mutations in *mut-7* and *rde-3* (Supplemental Fig. S1B). We also identified an interesting allele (*xf25*) of *hrde-1* carrying a nonsynonymous mutation affecting the last amino acid of HRDE-1 (A1032T). Given the important role for the most C-terminal residue of Argonaute proteins in making the binding pocket for the 5′ phosphate of the small RNA cofactor (Patel et al. 2006), we reasoned that this mutation might disrupt HRDE-1 activity. Indeed, a deletion allele of *hrde-1*, *tm1200*, was unable to complement *xf25* (data not shown), showing that HRDE-1(A1032T) is nonfunctional. In summary, our screen effectively identifies genuine components of the *C. elegans* piwi pathway.

### PID-1, a novel, general 21U-RNA biogenesis factor

Most of the alleles identified in our screen displayed normal levels of 21U-RNAs, as assessed by Northern blotting (Supplemental Fig. S1C), except for *xf14*. The locus affected by *xf14* was named *pid-1*. To probe the generality of the apparent 21U accumulation defect, we analyzed small RNAs from both wild-type and *pid-1(xf14)* young adult animals that also carry the 21U sensor through deep sequencing (Supplemental Table S1). Both libraries have a very similar size and display similar microRNA (miRNA) profiles (Supplemental Table S1; Supplemental Fig. S2A), indicating that the libraries can be well compared.

**Figure 1.**
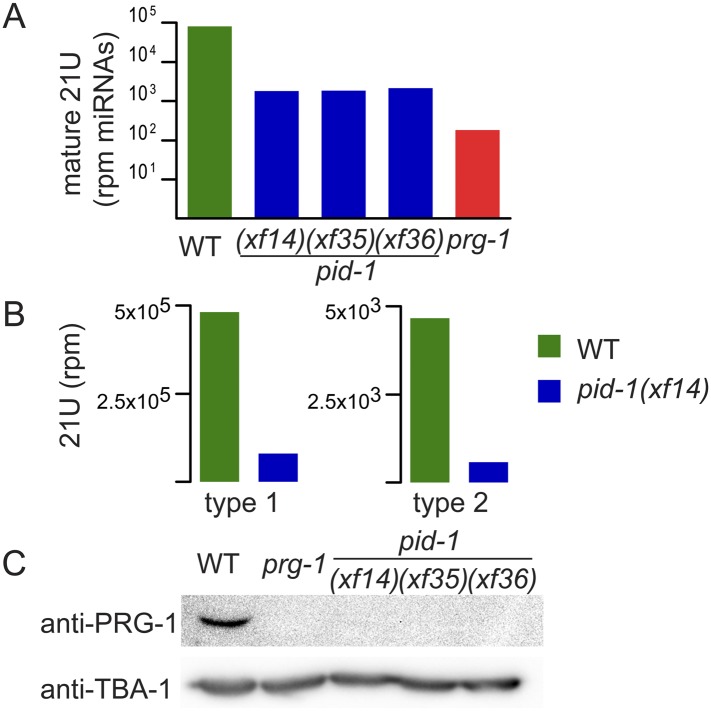
*pid-1* affects 21U-RNAs and PRG-1. (*A*) Bar diagram displaying normalized mature 21U read counts in strains with the indicated genotypes. Normalization was done to total miRNA read counts. Mature 21U reads were defined as those reads starting at the annotated mature 5′ end. (*B*) Bar diagram displaying type 1 and type 2 21U-RNA abundance in the indicated strains. Read counts reflect 21U counts obtained from NaIO_4_-oxidized small RNA populations normalized to total mapped non-rRNA reads. (*C*) Western blotting analysis of extracts from wild-type, *prg-1*, and *pid-1* mutant animals (young adults). Tubulin was used as a loading control.

As expected, in wild-type animals, we could detect small RNAs mapping to the 21U sensor (Supplemental Fig. S2B). These small RNAs display all characteristics of 22G-RNAs (Supplemental Fig. S3). While in *pid-1(xf14)* mutants these small RNAs still display all 22G characteristics, their levels are strongly reduced (Supplemental Fig. S2B).

We next checked mature 21U-RNA levels, normalizing to total miRNA counts. 

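Mature 21U-RNA levels were taken from 6 libraries made from TAP-treated small RNA of synchronized adult animals. TAP converts 5′ triphosphates and caps to monophosphates, so that such RNAs can be ligated to an adapter. There were 2 wild-type libraries, from the N2 strain and from the strain that carries the 21U sensor, 3 *pid-1* libraries, each from another allele (*xf14*, *xf35* or *xf36*), and 1 library from *prg-1(pk2298)*. The labels give the strain of the *xf14* library as one that also carries the sensor transgene. The N2, *pid-1* and *prg-1* libraries were made with the NEBNext kit and sequenced on the same flow cell. The wild-type 21U sensor library was prepared by the protocol of Kamminga et al. and sequenced on another flow cell, so preparation, flow cell and strain differ together between the 2 wild-type libraries. The *pid-1(xf14)*;21U sensor library is not analysed here, and the strain field of its label names *henn-1* and *mut-7* mutations in place of *pid-1*.
The deposited values are single reads, each placed on an annotated 21U locus with the position of its first and last base relative to the annotated mature 5′ end. The reads start within 5 nt of that end and cover 6484 loci. Of these loci, 6482 were matched by name to the WBcel235 annotation (Ensembl release 115), which gives the coordinates printed here. The libraries held from 8165 reads (*xf35*) to 408911 reads (wild-type 21U sensor). Mature reads were counted as in the paper, as reads that start at the annotated 5′ end. The files hold no miRNA reads apart from those that overlap a 21U locus, so the normalization to total miRNA counts could not be repeated. Reads are therefore given per library, and the totals are not sequencing depths. Confidence intervals are 95% Wilson intervals unless named otherwise and cover counting error only. A comparison of 3 *pid-1* with 2 wild-type libraries has 10 arrangements, and the smallest p that a two-sided exact permutation test can give is 0.2.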

We found that, overall, 21U-RNA levels were 10-fold reduced in *pid-1(xf14)* mutants (Fig. 1A) and that most 21U-RNA loci responded similarly to *pid-1(xf14)* (Supplemental Fig. S2A). 

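The *pid-1(xf14)* library held 7818 mature 21U reads, against 310090 in N2 and 362706 in the wild-type 21U sensor library. N2 had 39.7-fold more mature reads than *xf14*, and the 21U sensor library had 46.4-fold more. The loss was seen at each of the 111 loci with at least 500 mature reads in N2, and every one of them lost more than 90% of its reads. The median locus kept 1.65% of its N2 reads (interquartile range 0.761 to 2.72%), and 96 of the 111 loci lay within 4-fold of the median response.
The locus 21ur-4748 (chromosome IV, 14494642 to 14494662 in WBcel235, opposite an intron of *tag-273*) kept the largest share, 9.05%. The smallest was 0 at 21ur-1260, and 2 of the 111 loci had no mature read in *xf14*. Among the 10 loci highest in wild type, 21ur-4730 (chromosome IV, 15612149 to 15612169) had 20652 mature reads in N2, 159 in the 21U sensor library and 114 in *xf14*. The locus 21ur-1793 (chromosome IV, 14495458 to 14495478) had 13601, 255 and 771 mature reads in the same libraries. The locus 21ur-5342 (chromosome IV, 14624634 to 14624654) had 1378, 30056 and 59. The 2 wild-type libraries ranked loci differently (Spearman's rho −0.176 across 1880 loci with a mean of at least 10 reads and 0.227 across 5861 with at least 1 read, which are not independent replicates), so the response per locus is given against N2, which was prepared as *xf14* was. This is 1 library against 1, without a replicate check.

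**Figure D1:**
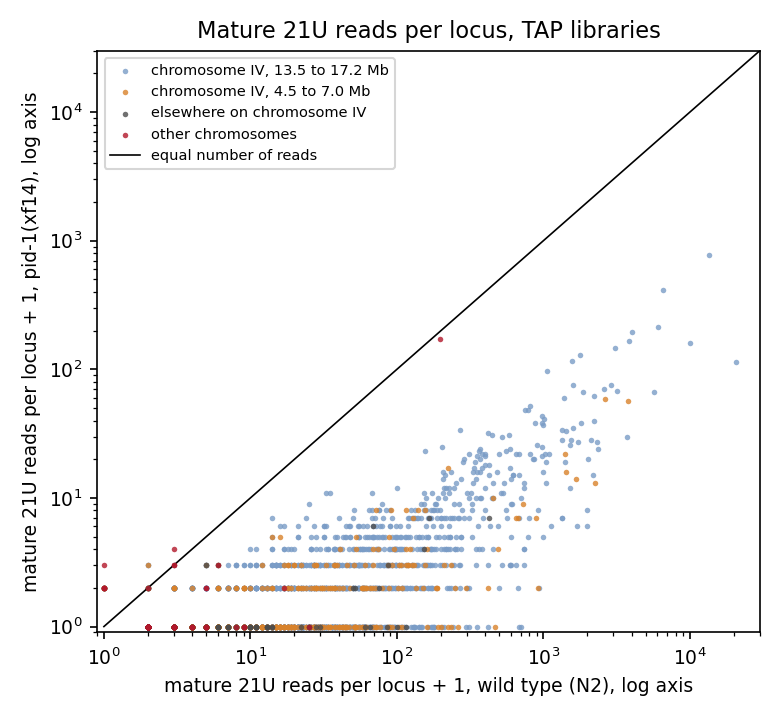
Mature 21U reads per locus in N2 (horizontal) and *pid-1(xf14)* (vertical), each plus 1, on log axes. Each point is a locus with a mature read in either library, coloured by its place in the genome, and the line marks equal numbers. The 111 loci with at least 500 reads in N2 all lie below the line.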

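Mature 21U reads were fewer in *prg-1(pk2298)* than in *pid-1(xf14)*. The *prg-1* library held 2388, which is 130-fold fewer than N2 and 152-fold fewer than the wild-type 21U sensor library. Counting only reads of 21 nt, there were 1504 in *prg-1* and 6871 in *xf14*. The 111 loci with the most N2 reads gave 993 mature reads in *prg-1*, or 0.507% of their N2 reads. These reads followed the N2 profile closely (Pearson dispersion 1.33 against a constant share of the N2 reads, where counting noise alone gives 1).
After scaling, which removes most of the overall loss, limma called 2 of 136 loci higher in *prg-1* than in wild type and 0 lower at an adjusted p under 0.05, with 5 loci at an unadjusted p under 0.05. They were 21ur-10492 (log2 fold change 7.20, standard error 0.90, adjusted p = 0.0176) and 21ur-8412 (6.63, standard error 0.98, adjusted p = 0.0239). This fit also held the *pid-1* libraries and assumes that the single *prg-1* library varies as the other groups do. Its filter favoured loci with mature reads in the mutant libraries. The voom weights of limma called 2 loci as well. The fit called 61 loci without N2, 36 higher and 25 lower, and 0 when any 1 of the *pid-1* libraries was left out.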

The loss of 21U-RNAs is slightly less than observed in *prg-1(pk2298)* mutants (Fig. 1A), suggesting that 21U-RNA biogenesis can proceed partially in the absence of PID-1. The 5′ nucleotide composition of the remaining 21U-RNAs in the *pid-1* mutants was still heavily biased toward uracil (Supplemental Fig. S2C).

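Mature reads from *pid-1* mutants began with uracil in 96.2% of cases in *xf14* (confidence interval 95.8 to 96.6%), 94.7% in *xf35* (94.0 to 95.4%) and 95.6% in *xf36* (95.01 to 96.1%). The shares were 99.5% in N2 and 99.8% in the wild-type 21U sensor library. Every *pid-1* library lay below both wild-type libraries, with means of 95.5% ± 0.749 (SD, n = 3) and 99.6% ± 0.260 (SD, n = 2; exact two-sided permutation test, p = 0.2, the smallest that the design allows).
The other reads came mostly from a few loci whose annotated sequence starts with G. The locus 21ur-10492 gave 58.2% of the reads without a 5′ uracil in *xf14* and 47.4% in *xf36*, and 21ur-8412 gave 53.3% in *xf35*. At loci annotated to start with uracil the shares were 99.6, 99.6 and 99.7% in *xf14*, *xf35* and *xf36*. Over loci that each give less than 1% of a library's reads, the *pid-1* mean was 98.1%. A read that starts at an annotated 5′ end carries the annotated base unless it holds a mismatch, so the share measures mainly which loci the reads come from. Reads that start 1 to 3 nt upstream began with uracil in 3.61, 2.40 and 3.88% of cases in the 3 *pid-1* libraries, 35.9% in N2 and 64.8% in the wild-type 21U sensor library.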

Finally, we asked whether PID-1 equally affects both type 1 and type 2 21U-RNAs. Most 21U-encoding loci are characterized by a specific sequence motif upstream of the transcription start site (Ruby et al. 2006), and a later study showed that this motif may be a transcription factor-binding site (Cecere et al. 2012). However, it was shown recently that many loci exist that do not have this sequence motif and still produce 21U-RNAs. These two different classes have been referred to as type 1 and type 2 21U-RNAs, respectively (Gu et al. 2012). We found that *pid-1(xf14)* leads to a strong decrease in type 1 as well as type 2 21U-RNAs (Fig. 1B), indicating that PID-1 does not affect recognition of the upstream 21U sequence motif. We conclude that PID-1 is a factor involved in global 21U-RNA biogenesis.

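The 10 loci with the most mature reads in N2 gave 25.2% of its mature reads. With 39.7-fold more mature reads in N2 than in *xf14*, the loss was not limited to these loci. The 10 largest loci of *xf14*, ranked within that library, gave 31.7% of its mature reads. Over loci on chromosome IV alone, without 21ur-1430, N2 had 309715 mature reads and *xf14* had 7626, a 40.6-fold difference. This set was chosen after the result was seen and holds nearly all mature reads. On other chromosomes the difference was 1.95-fold, where 21ur-10492 gave 171 of 190 mature reads in *xf14*. At least 1 mature read was seen at 4203 loci in N2 and at 1107 in *xf14*, where most loci have too few reads to be followed singly. From the decrease of both type 1 and type 2 21U-RNAs in oxidized libraries, which are not analysed here, the paper reasons that recognition of the upstream motif does not need PID-1 and concludes that the factor acts in 21U-RNA biogenesis as a whole.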

### PID-1 affects PRG-1 levels and inhibits RNAi

The only gene thus far known to be required for 21U-RNA accumulation is *prg-1*. Hence, PID-1 could be required for transcription of *prg-1*. In order to test this, we performed RT-qPCR on wild-type and *pid-1* mutant animals (Supplemental Fig. S4A). This revealed that transcript levels of *prg-1* are unaffected by *pid-1*. In contrast, PRG-1 protein levels were strongly reduced upon mutation of *pid-1* (Fig. 1C), indicating a post-transcriptional effect of *pid-1* on PRG-1. Although we formally cannot exclude a role for PID-1 in PRG-1 translation, we interpret this result as instability of PRG-1 in the absence of 21U-RNAs, much like *Drosophila* Piwi is unstable without piRNAs, and Argonaute proteins are destabilized by loss of miRNAs (Olivieri et al. 2010; Smibert et al. 2013).

Since many PRG-1 pathway components affect RNAi triggered by exogenous dsRNA, we also probed the RNAi sensitivity of *pid-1* mutants. Using *pos-1* RNAi by feeding, we found that *pid-1* mutants, like *prg-1* mutants, are slightly hypersensitive (Supplemental Fig. S4B). Most likely, this reflects competition for components shared by the exo-RNAi machinery and the *prg-1* pathway, such as MUT-7 and RDE-3.

### Identification of pid-1 as F18A1.8

To identify the *pid-1* gene, we first crossed the *pid-1(xf14)* allele into a *henn-1* wild-type background. This showed that the loss of 21U-RNAs in *pid-1(xf14)* animals is *henn-1*-independent (Supplemental Fig. S5A). Genetic mapping revealed that *pid-1* is genetically closely linked to the 21U sensor transgene on chromosome II (data not shown), and genome-wide resequencing revealed three nonsilent mutations in the area where *pid-1* was mapped; these three mutations affect F18A1.8, ZK1320.5, and F37H8.3. We then selected recombinants that separated the 21U sensor from these three mutations. Only recombinants that picked up a wild-type copy of F18A1.8 produced 21U-RNAs (Supplemental Fig. S5A), suggesting that F18A1.8 is *pid-1*. To test this, we generated two additional alleles (*xf35* and *xf36*) of F18A1.8 using CRISPR technology and probed the effect of these alleles on the activity of our 21U sensor and on 21U-RNA biogenesis. First, *xf35* and *xf36* do not complement *pid-1*(*xf14)* (Supplemental Fig. S5B; data not shown). Second, *pid-1(xf35)* was unable to silence a 21U cherry sensor transgene coming from a *mut-7(pk204)* mutant background (Fig. 2A). Third, both *xf35* and *xf36* have a similar effect on mature 21U-RNA levels as *pid-1(xf14)*, as revealed by deep sequencing (Fig. 1A). 

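The *xf35* and *xf36* libraries also lost most mature 21U reads, and both held fewer than the 7818 of *xf14*, without correction for depth. They held 3998 and 5271 mature reads, 77.6-fold and 58.8-fold fewer than N2 and 90.7-fold and 68.8-fold fewer than the wild-type 21U sensor library. All 3 *pid-1* libraries lay below both wild-type libraries. The means were 5696 ± 1945 mature reads (SD, n = 3) in *pid-1* and 336398 ± 37205 (SD, n = 2) in wild type, a ratio of geometric means of 61.2 (exact two-sided permutation test, p = 0.2, the smallest that the design allows).
Across loci with a mean of at least 10 mature reads, Spearman's rho was 0.673 for *xf14* and *xf35* (102 loci), 0.686 for *xf14* and *xf36* (109 loci) and 0.737 for *xf35* and *xf36* (75 loci). Over loci with at least 1 read it was 0.367, 0.368 and 0.270 for the same pairs. Loci are not independent replicates, and each pair differed by more than the sampling noise, with a chi-square per degree of freedom of 2.42 to 3.06 where noise alone gives 1. After scaling, limma called 2 of 143 loci higher in *pid-1* and 0 lower at an adjusted p under 0.05, with 16 at an unadjusted p under 0.05. They were 21ur-8412 (log2 fold change 4.60, standard error 0.74) and 21ur-10492 (4.29, standard error 0.66; chromosome II, 13247294 to 13247314, opposite coding sequence of F15D4.5), both at an adjusted p of 0.0461. The voom weights of limma gave 0 loci, with folds as large for these (4.86 and 4.61, adjusted p = 0.0821 for both). The count rested on the libraries included, with 77 loci without N2 (where the median log2 fold change was 2.12, against 0.55 with all libraries), 10 without the wild-type 21U sensor library and 0 when any 1 of the *pid-1* libraries was left out. Fold changes are on a log2 scale of scaled reads plus 1, which understates those of loci with few reads. The filter on reads favoured loci that kept mature reads in *pid-1*. The lack of lower calls therefore does not cover loci that lost nearly all of them.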

Finally, like in *pid-1(xf14)* mutants, PRG-1 levels are strongly reduced in *xf35* and *xf36* mutant extracts (Fig. 1C). Taken together, these data prove that *pid-1* corresponds to F18A1.8.

**Figure 2.**
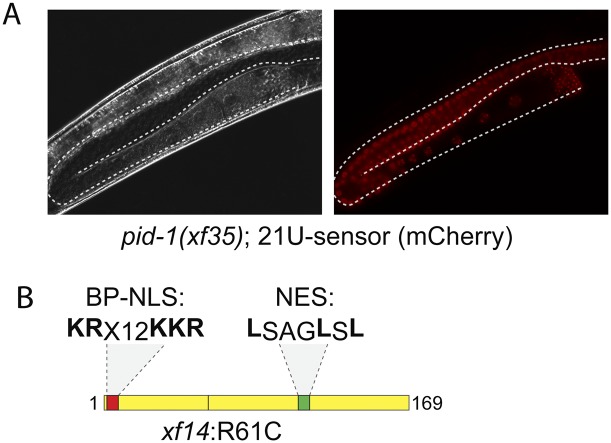
Identity of *pid-1*. (*A*) A typical *pid-1(xf35)* mutant animal carrying a mCherry-21U sensor transgene that has been crossed in from a *mut-7(pk204)* mutant background. The depicted animal is homozygous wild type for *mut-7*. (*B*) Schematic of the PID-1 protein.

PID-1 is predicted to be a protein of 169 amino acids, and *pid-1(xf14)* results in an arginine-to-cysteine change at position 61 (R61C) (Fig. 2B). This mutation somehow affects PID-1 stability, since Western blotting reveals that PID-1 expression is strongly reduced in *pid-1(xf14)* mutant extracts, while the *xf35* and *xf36* alleles do not produce detectable PID-1 protein at all (Fig. 3A). Next, we tested whether PID-1, like PRG-1, is expressed specifically in the germline by performing Western blot analysis on mutants with a temperature-sensitive allele of *glp-4*, resulting in a lack of germline tissue in animals grown at 25°C. This revealed that PID-1 is expressed predominantly in the germline. This is consistent with published data showing that *pid-1* transcripts are selectively enriched in the primordial germ cells of *C. elegans* (Spencer et al. 2011).

**Figure 3.**
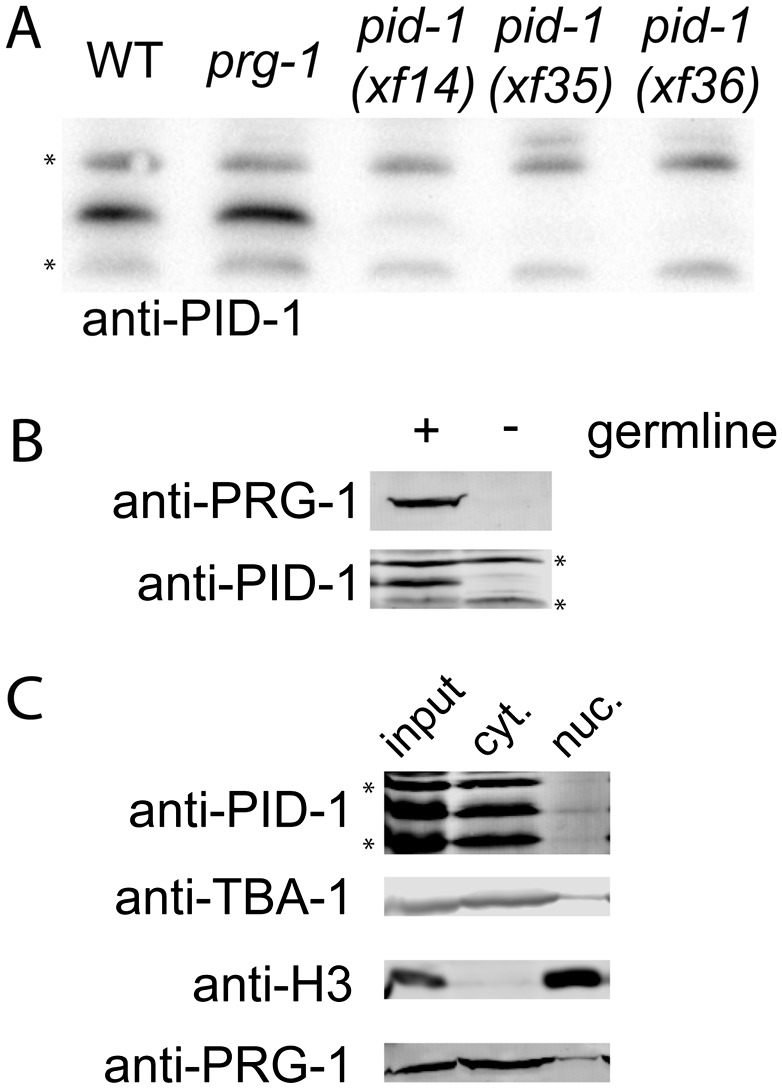
PID-1 is a mostly cytoplasmic, germline-expressed protein. (*A*) Western blot for PID-1 in the indicated backgrounds. The asterisks mark nonspecific signals from the custom-raised antiserum. The nonspecific signals were also used as a loading control. (*B*) Western blot detecting PID-1 and PRG-1 protein in *glp-4(bn2ts)* mutant animals grown at permissive (with germline) and restrictive (without germline) temperatures. The asterisks mark nonspecific signals from the custom-raised antiserum. (*C*) Western blot analysis of a subcellular fractionation experiment. TBA-1 was used to validate cytoplasmic fractions (cyt), and Histone H3 was used to validate nuclear fractions (nuc).

No obvious domain structure is detected through regular BLAST analysis. However, at the N terminus, a bipartite nuclear localization signal may be present (**KR**EFSHITLASTPF**KKR**), and the protein may contain a nuclear export signal (LSAGLSL) as well (Fig. 2B), suggesting that PID-1 may be cycling between the nucleus and cytoplasm. Subcellular fractionation experiments suggest that the majority of PID-1 is cytoplasmic (Fig. 3C). However, given that the PID-1 signal is retained better in the nuclear fraction than the non-PID-1-specific signals, it is possible that a small part of the PID-1 pool may be associated with or be inside the nucleus (Fig. 3C).

### PID-1 does not affect 21U-RNA methylation

To further probe at which level PID-1 affects 21U-RNA biosynthesis, we NaIO_4_-oxidized small RNA. This procedure enriches for small RNA species that carry a 2′-O-methyl modification at their 3′ end, such as mature 21U-RNAs in *C. elegans* (Ruby et al. 2006), and it is believed that this methylation step finalizes 21U-RNA biogenesis. To assess the effect of the oxidation, we compared the ratio of 21U with miRNA reads in the tobacco alkaline phosphatase (TAP)-treated and the oxidized RNA-derived libraries. Using this analysis, we were unable to detect a significant difference between the wild type and *pid-1* mutants (Supplemental Table S1), indicating that the remaining 21U-RNAs in *pid-1(xf14)* mutants are still 2′-O-methylated. Furthermore, the global requirement of *pid-1(xf14)* for 21U-RNA accumulation is also observed in the libraries made from oxidized RNA (Supplemental Fig. S6A).

We also checked whether the step right before methylation is affected by PID-1. This step involves the trimming of the 21U 3′ end, presumably by an exonuclease. To assess this, we profiled the length distribution of those 21U reads from the TAP-treated libraries whose 5′ ends match precisely onto an annotated 5′ end of a mature 21U-RNA, indicating that the 5′ end has been processed (see below). This revealed no differences between the wild-type and mutant 21U-RNAs (Supplemental Fig. S6B). 

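In *pid-1* mutants as in wild type, most reads with a mature 5′ end were 21 nt long. Their share was 87.9% in *xf14* (confidence interval 87.1 to 88.6%), 84.4% in *xf35* (83.2 to 85.5%) and 86.1% in *xf36* (85.1 to 87.0%), against 88.5% in N2 (88.4 to 88.6%) and 93.8% in the wild-type 21U sensor library (93.7 to 93.9%). The mean fell by 5.03 percentage points, from 91.1% ± 3.72 (SD, n = 2) to 86.1% ± 1.76 (SD, n = 3; exact two-sided permutation test, p = 0.2). It fell by 2.40 points without the wild-type 21U sensor library and by 7.66 points without N2. The mean length was 20.9 nt in both groups (exact two-sided permutation test, p = 0.4).
In the single *prg-1* library 63.0% of these reads were 21 nt long (61.0 to 64.9%), and 22.5% were longer than 22 nt, against 0.382% in N2. Their mean length was 22.2 nt. At the 111 loci with at least 500 mature reads in N2 the 21-nt share was 85.7% in *prg-1* and 92.7% in N2.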

We conclude that PID-1 does not affect the 3′ end processing of 21U-RNAs.

### PID-1 acts during 21U precursor processing

We also probed our libraries for potential 21U-RNA precursor transcripts. It has been suggested before that these precursors mostly start 2 nt upstream of the 5′ end of the mature 21U-RNA, are 5′-capped, and are at least 26 nt in length (Gu et al. 2012). These species should be represented in our TAP-treated libraries, as TAP has decapping activity. Hence, we analyzed all reads that come from unique 21U loci (Supplemental Table S2) and start within 5 nt of the annotated mature 5′ end. 

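Precursors were measured in the 6 TAP-treated libraries described above for mature 21U-RNAs. A read was counted as a precursor read where it starts at −3 to −1, and all reads that start within 5 nt of the annotated 5′ end formed the total. The files already hold only such reads, and no mature sequence occurs at more than 1 of their loci. As in the paper, loci that give 1% or more of a library's reads were left out. This left 256398 reads in N2, 192843 in the wild-type 21U sensor library, 8529 in *xf14*, 5282 in *xf35*, 6662 in *xf36* and 5182 in *prg-1*. Coverage at each position from −5 to +40 was divided by its maximum in the same library.
Shares within a library do not depend on its sequencing depth, but they rise both when precursor reads are gained and when mature reads are lost. The labels state that small RNA was size-selected from 15 to 30 nt on a gel, which limits the recovery of longer precursors. For single loci, precursor and mature reads were compared in a logistic model with weights for a spread between libraries beyond binomial noise and degrees of freedom pooled over loci. It was the last of 4 forms run on these data, chosen for its recovery of simulated changes after the calls of the others were seen, and p-values were adjusted by the Benjamini-Hochberg method. Intervals from resampling loci (1000 resamples) are called bootstrap intervals and leave out variation between animals.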

In order to prevent strong biases by heavily expressed individual 21U loci, we restricted our analysis to those 21U loci that individually produce <1% of the 21U reads. We then plotted read coverage over these 21U loci, starting at position −5 and extending until position +40, with the start of the annotated mature 21U-RNA at position 0. 

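The 2 wild-type libraries, N2 and the strain with the 21U sensor, gave nearly the same coverage pattern over 21U loci. Across the 46 positions from −5 to +40 the Pearson correlation of their relative coverage was 0.9997. Over the positions outside the mature 21U-RNA alone it was 0.985. The largest difference was 5.54 percentage points of the maximum, at position +20, and outside the mature 21U-RNA it was 1.03 points, at position −1. Neighbouring positions share reads and are not independent. The match is one of sums over loci, since 632 of 1880 single loci lay more than 16-fold apart between these libraries in mature reads.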

First, such analysis in two replicate samples of wild-type animals reveals that this approach yields very reproducible patterns (Supplemental Fig. S6C). We then performed the same analysis on *prg-1(pk2298)* small RNA-derived cDNA libraries. This revealed that in the absence of PRG-1, ∼80% of the reads derived from 21U loci correspond to precursor transcripts, starting mostly at position −2 and extending to ∼35 nt in length (Fig. 4A). 

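In *prg-1(pk2298)*, 49.4% of the reads at 21U loci started at −3 to −1 (confidence interval 48.0 to 50.7%, bootstrap interval 44.9 to 54.2%), against 4.26% in N2 and 3.82% in the wild-type 21U sensor library. Of these upstream reads 87.1% started at −2, their median length was 28 nt, and 73.8% were at least 26 nt long. Their 90th percentile of length was 32 nt. Relative coverage was 50.3% of the maximum at position −2, 61.0% at +21 and 39.9% at +25. With no limit of 1% per locus, 55.5% of the reads started at −3 to −1, 44.5% of these started at −2 and 36.0% were at least 26 nt long, and coverage at −2 was 32.6%. The locus 21ur-1430, most of whose reads are 22 nt long and start at −1, then gives 26.0% of the library's reads.
In numbers of reads, *prg-1* had 2558 upstream reads where N2 had 10920 and the wild-type 21U sensor library 7360, and 1887 of at least 26 nt where they had 2228 and 1411. Without miRNA totals these numbers cannot be put on a common depth. At single loci, the ratio of precursor to mature reads was higher in *prg-1* than in wild type at 69 of 181 loci and lower at 0, at an adjusted p under 0.05 from the weighted logistic model. The filter favoured loci with reads in the mutant libraries. The median log2 odds ratio was 4.19, with 0.5 added to each weighted number of reads, and 6.25 for a plain quasi-binomial model. The addition can lower the ratio where wild type has few precursor reads and raise it where *prg-1* has few reads. The locus 21ur-258, with 0 precursor and 392 mature reads in wild type and 0 and 3 in *prg-1*, had 3.29. This fit assumes that the single *prg-1* library varies as the wild-type and *pid-1* libraries do. A plain quasi-binomial model called 15 loci, and the weighted model with moderated dispersions per locus called 0, with 54 at an unadjusted p under 0.05. These 2 forms recovered at most 2.94% of changed loci in simulated *pid-1* data.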

We then analyzed the effects of the three *pid-1* alleles (Fig. 4A; Supplemental Fig. S6C), revealing a clear accumulation of 21U-RNA precursors in animals lacking PID-1. 

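All 3 *pid-1* alleles had a larger share of upstream reads than either wild-type library. The share was 24.3% in *xf14* (bootstrap interval 19.7 to 29.05%), 33.1% in *xf35* (29.5 to 37.1%) and 30.1% in *xf36* (26.6 to 34.1%). The mean was 29.2% ± 4.48 (SD, n = 3) in *pid-1* and 4.04% ± 0.313 (SD, n = 2) in wild type, a difference of 25.1 percentage points (exact two-sided permutation test, p = 0.2, the smallest that the design allows). Upstream reads also had another form than in wild type, with 83.9 to 90.9% of them at −2 in the *pid-1* libraries against 35.9% in N2 and 38.1% in the wild-type 21U sensor library. Reads of at least 26 nt made up 64.9 to 69.9% of them in *pid-1*, 20.4% in N2 and 19.2% in the 21U sensor library. Both differences are smaller with no limit of 1% per locus. Then 68.8 to 70.1% of upstream reads started at −2 in *pid-1*, 54.2% in N2 and 32.7% in the 21U sensor library, and 36.9 to 49.8%, 15.3% and 16.6% were at least 26 nt long.
Mean relative coverage at −2 was 31.2% ± 4.92 (SD, n = 3) in *pid-1* and 2.63% ± 0.385 (SD, n = 2) in wild type. It was 30.6% ± 4.77 and 6.03% ± 0.0756 at +21, and 19.9% ± 3.65 and 1.15% ± 0.250 at +25. At each of these positions the *pid-1* libraries lay above both wild-type libraries (exact two-sided permutation test, p = 0.2 each). The ratio of precursor to mature reads was higher in *pid-1* at 73 of 205 loci and lower at 0 (weighted logistic model, adjusted p under 0.05). The median log2 odds ratio was 2.38, with 0.5 added to each weighted number. The addition can raise the ratio where *pid-1* has few reads and lower it where wild type has few precursor reads. Over the same 205 loci the median was 4.24 for a plain quasi-binomial model and 3.24 for limma on the log2 ratio. The count rested on the form of the model, with 55 for a plain quasi-binomial model, 77 for limma on the log2 ratio and 0 for the weighted model with moderated dispersions per locus, which had 61 at an unadjusted p under 0.05. Without the wild-type 21U sensor library, which leaves a single preparation, the count was 80, and without N2 it was 47 higher and 5 lower. It was 273, 214 and 222 without *xf14*, *xf35* and *xf36*, when 1150 to 1228 loci pass the filter. With no filter it was 355 of 1814 loci. The filter with all libraries favoured loci with precursor or mature reads in *pid-1*, so 73 of 205 does not give the share over all loci.
The locus 21ur-5491 (chromosome IV, 15757871 to 15757891) had 70, 101 and 118 upstream reads in *xf14*, *xf35* and *xf36*, against 6 in N2 and 61 in the 21U sensor library, while its mature reads were 8, 5 and 3 against 327 and 552 (log2 odds ratio 7.64, standard error 1.10, adjusted p = 3.91e-20 from the same model and 0.0616 with moderated dispersions). The locus 21ur-5139 (chromosome IV, 15977193 to 15977213) had a log2 odds ratio of 6.05 (standard error 0.97, adjusted p = 1.35e-14, and also 0.0616 with moderated dispersions). Of the other 3 loci with the most upstream reads in *pid-1*, 21ur-1430 overlaps *mir-790* on the same strand, and most of its reads are 22 nt long and start at −1. The locus 21ur-5666 holds mostly reads of 22 nt, and 21ur-12947 lies opposite coding sequence of F02C12.3. None of these 3 passed the test (adjusted p = 0.983, 0.375 and 0.358), though 21ur-5666 did in the plain quasi-binomial model (adjusted p = 0.0308) and with limma on the log2 ratio (0.0490).
The number of upstream reads of at least 26 nt was 1344 in *xf14*, 1222 in *xf35* and 1312 in *xf36*, against 2228 in N2 and 1411 in the 21U sensor library. Whether precursors rose in amount cannot be read from these numbers, since the depths of the libraries are not in the files.

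**Figure D2:**
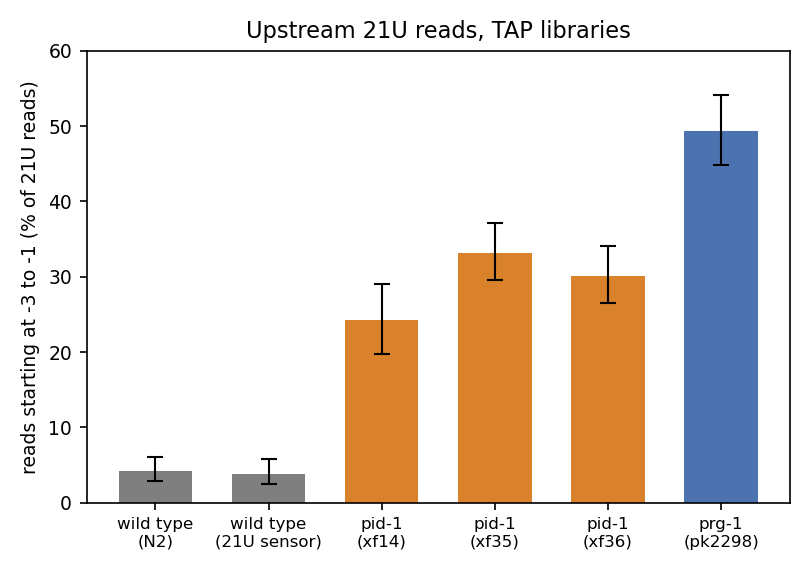
Reads starting at −3 to −1 as a percentage of the 21U reads of each TAP-treated library (vertical axis), at loci that each give less than 1% of the reads. Bars are single libraries and error bars are 95% bootstrap intervals over loci. Both wild-type libraries are near 4%, and the *pid-1* libraries lie between 24.3 and 33.1%.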

Interestingly, the effect of *pid-1* is somewhat less than that of *prg-1*. Given the fact that *pid-1* mutants still produce low levels of 21U-RNAs while *prg-1* mutants almost lack them completely, the simplest interpretation of these data is that in *pid-1* mutants, 21U precursors can still be partially processed into mature 21U-RNAs. 

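The share of upstream reads was larger in the *prg-1* library than in each *pid-1* library, by 25.1 percentage points over *xf14* (bootstrap interval 18.4 to 31.3), 16.3 points over *xf35* (10.4 to 22.0) and 19.3 points over *xf36* (13.3 to 25.3). Fisher's exact test on the reads gave p = 1.21e-196, 3.85e-64 and 8.05e-102, which treat reads as independent and cover counting error only. They compare these libraries and not the genotypes, as *prg-1* has no replicate, and the bootstrap intervals show the larger spread over loci. Reads with the mature 5′ end made up 36.8% of 21U reads in *prg-1* and 65.4, 54.9 and 58.8% in *xf14*, *xf35* and *xf36*. Any reads carried over from N2, on the same flow cell, would add to these shares, and their number in *pid-1* was not tested. From the smaller effect and the 21U-RNAs that remain without PID-1, the paper proposes that precursors can still be processed in part.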

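Capped 21U precursors were profiled in 3 libraries, 1 each from N2, *pid-1(xf14)* and *prg-1(pk2298)*, made from small RNA treated with CIP and then TAP. CIP removes 5′ phosphates, so that uncapped RNAs can no longer be ligated, and TAP then opens the caps. The treatment field in the label of the wild-type library reads TAP, while its title gives CIP and TAP. Of its reads 4.40% started at the mature 5′ end, against 90.4% in the N2 library treated with TAP alone, and it was used as the CIP-TAP library that the paper describes. The libraries held 39591, 6750 and 32558 reads at 21U loci in N2, *xf14* and *prg-1*. All were prepared with the NEBNext kit. Their labels give the same size selection from 15 to 30 nt, which limits how far the lengths of longer precursors can be compared. There is no replicate, so differences between genotypes have bootstrap intervals over loci and no test.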

Finally, we profiled the length and locus coverage of 21U precursor transcripts in the diverse wild-type and mutant backgrounds using a protocol that selects for capped transcripts (Gu et al. 2012). This experiment did not reveal significant differences in the 21U precursor structure between any of the tested strains, suggesting that PID-1 does not affect the structure of 21U precursor transcripts (Fig. 4B).

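Precursor reads were mostly at least 26 nt long and started mostly at −2 in all 3 genotypes. There were 29286 such reads, starting at −3 to −1, in N2, 5960 in *xf14* and 25931 in *prg-1*. Their mean length was 28.8 nt in N2 (bootstrap interval 28.4 to 29.2), 29.1 nt in *xf14* (28.7 to 29.4) and 29.4 nt in *prg-1* (29.1 to 29.8). Of these reads 82.8% started at −2 in N2, 89.0% in *xf14* and 88.4% in *prg-1*, and 81.96, 82.6 and 86.6% were at least 26 nt long.
The mean length in *xf14* was 0.281 nt above that in N2, within the bootstrap error (−0.330 to 0.813). In *prg-1* it was 0.658 nt above N2 (0.0472 to 1.19). Averaged over loci with at least 10 precursor reads in both libraries, precursor reads were longer than in N2 by 0.442 nt in *xf14* (0.192 to 0.699, 98 loci) and by 0.570 nt in *prg-1* (0.391 to 0.729, 258 loci). The start at −2 differed from N2 by 6.16 percentage points in *xf14*, within the bootstrap error (−9.59 to 21.6), while averaged over the same 98 loci it was 2.61 points higher (1.14 to 4.47), and over loci under 1% of the reads 6.31 points higher (1.24 to 11.5). Reads of at least 26 nt were 4.59 points more frequent in *prg-1* than in N2 (1.45 to 8.25) and 3.97 points more than in *xf14* (0.174 to 8.10). Over loci under 1% of the reads the start at −2 in *prg-1* minus that in *xf14* was −5.08 points (−9.95 to −0.545). From the lack of significant differences, the paper proposes that PID-1 has no effect on precursor structure.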

**Figure 4.**
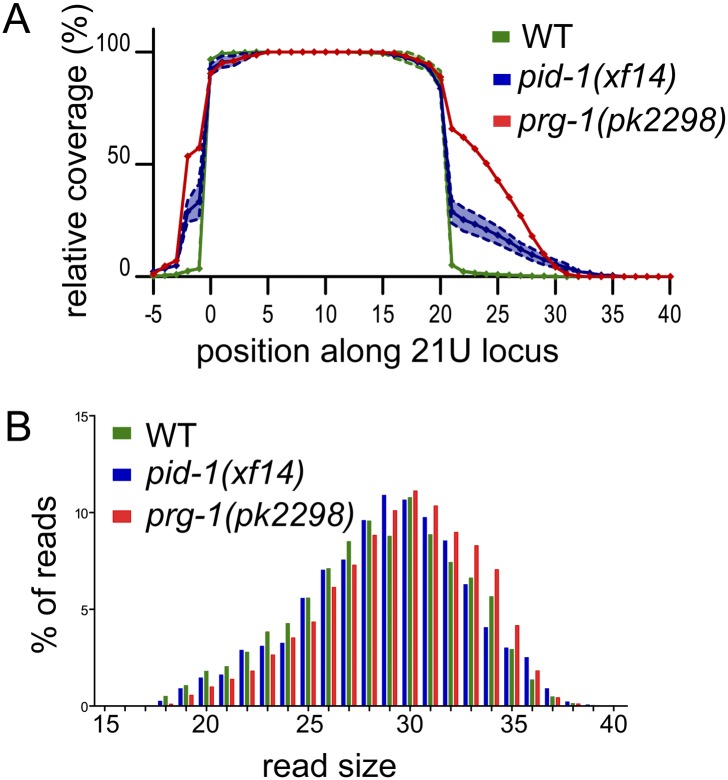
PID-1 acts during 21U precursor processing. (*A*) Relative coverage of individual bases of 21U loci by obtained cDNA reads from *prg-1, pid-1*, and wild-type libraries made from TAP-treated small RNA. The annotated 5′ ends of the analyzed loci are at position 0. The dotted lines reflect the standard deviation from the two wild-type samples and the three *pid-1* alleles. (*B*) A length distribution plot for 21U-RNA precursor reads obtained from the CIP-TAP-treated libraries.

### Genetic requirements for pid-1 and prg-1 during transgene (re)silencing

Finally, in order to better understand the global role of 21U-RNAs during the process of transgene silencing, we assessed how active transgenes from 21U-defective backgrounds react to the re-establishment of the 21U pathway. For that, we crossed *pid-1(xf14)*;21U sensor males into either wild-type or *pid-1* mutant hermaphrodites. As expected, offspring of these males mated with *pid-1*-defective hermaphrodites show strong transgene activity. Interestingly, however, when mated to wild-type hermaphrodites, these males sire offspring with active transgenes, albeit the fluorescence intensity is notably lower (Table 1). We observed similar transgene activity in offspring from *prg-1(pk2298)*;21U sensor males mated with wild-type hermaphrodites. Full silencing of the transgene is only observed in the next generation (Table 1). This shows that while 21U-RNAs start to silence a novel target within one generation, full silencing can be achieved only upon joint passage through the germline. Possibly, 22G-RNA levels need to accumulate in order to establish full silencing.

**Table 1.**
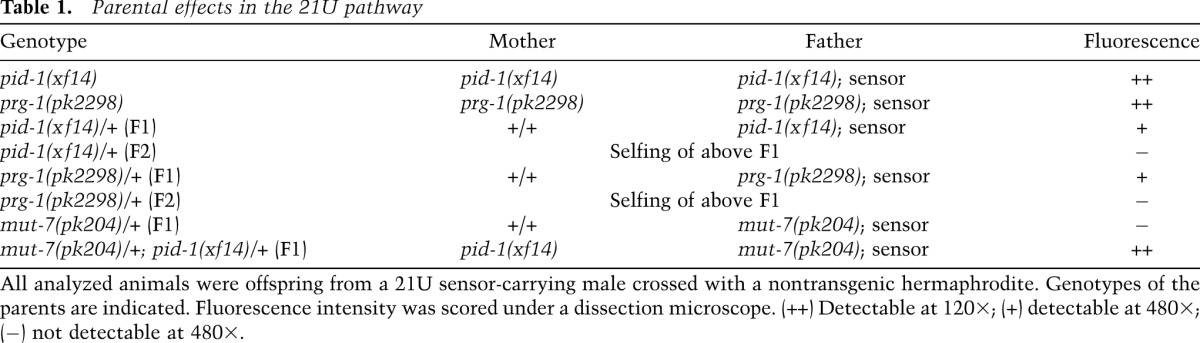
Parental effects in the 21U pathway

Next, we crossed an active 21U sensor from *mut-7(pk204)* males into both wild-type and *pid-1* mutant hermaphrodites and analyzed transgene expression in the F1. This revealed a very strong maternal effect of 21U-RNAs: The wild-type hermaphrodites produced fully silenced offspring, while the progeny of the *pid-1* mutant mothers could not initiate detectable silencing even though they were heterozygous wild type for *pid-1*. This result highlights at least two properties of the 21U pathway. First, the maternally provided 21U-RNA pool is essential to establish resilencing of a *mut-7(pk204)*-activated transgene, suggesting that the initiation of silencing by 21U-RNAs happens during embryonic development using maternally provided 21U-RNAs. Second, a *mut-7*-activated transgene coming in via the sperm is easier to resilence by 21U-RNAs than a *pid-1* or a *prg-1*-activated transgene. We conclude that some silencing information must be present in *mut-7*-derived sperm but is lacking in *prg-1*-defective sperm and that this information can be efficiently used by the maternal 21U-RNA pool.

### Conclusions

We identified a novel gene, *pid-1*, that plays an important role during 21U-RNA biogenesis in *C. elegans*. PID-1 is a mostly cytoplasmic protein that likely acts during the processing of 21U-RNAs downstream from their transcription. The mature 21U-RNAs that are still made in *pid-1* mutants are indistinguishable from wild-type 21U-RNAs, and, relative to these mature 21U-RNAs, 21U-RNA precursors accumulate upon loss of PID-1. Furthermore, the structure of 21U precursor transcripts is not affected by PID-1. Given these results as well as the potential nuclear import and export signals on PID-1, we suggest that PID-1 may somehow guide 21U precursors to a site where they are further processed into mature 21U-RNAs. We note that in other species, like mice or *Drosophila*, PID-1 orthologs cannot be identified through BLAST analysis. This may be related to the fact that, overall, the 21U-RNA pathway in *C. elegans* deviates significantly from piRNA pathways in other animals. However, given the still poor characterization of piRNA biogenesis in general, proteins with similar functions but with diverged sequences may operate in mammalian or fly piRNA biogenesis.

We found that *pid-1* as well as *prg-1* partially inhibit RNAi triggered by exogenous dsRNA. Much like what is described for other RNAi-hypersensitive mutants, we attribute this to the fact that the *prg-1* pathway included proteins shared with the exo-RNAi pathway (Duchaine et al. 2006; Pavelec et al. 2009), and thus ongoing *prg-1* activity in *C. elegans* puts a significant claim on those shared resources.

On the genetic level, we showed that the initiation of transgene silencing by 21U-RNAs depends on maternally provided 21U-RNAs. These findings are consistent with the maternal contributions of piRNA populations observed in other species, like *Drosophila* (Brennecke et al. 2008) and zebrafish (Houwing et al. 2007), and highlight the important role for maternally provided small RNA populations in order to establish silencing in offspring. In addition, we found that the genetic background of the sperm can have an effect on the silencing of a locus. Considered together, parental influences play important roles during the establishment of the epigenetic state of an allele through the 21U pathway in *C. elegans*.

## Materials and methods

### *C. elegans* strains

*C. elegans* was cultured on NGM plates, with *Escherichia coli* OP50 as a food source. Alleles that were used in this study are listed in the Supplemental Material.

### CAS9-mediated disruption of F18A1.8

To generate additional mutations in F18A1.8, we targeted a site in the first exon (GGAGTTTTCGCATATTACTT) with CRISPR/Cas9 as previously described (Waaijers et al. 2013). 

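The gene F18A1.8 (*pid-1*, WBGene00017549) lies on chromosome II of WBcel235 from 7689681 to 7690556, on the minus strand. Its annotated transcript has 5 exons and a coding sequence of 507 nt, or 169 codons without the stop codon. Exon 1 runs from 7690450 to 7690556 and holds a 5′ UTR of 53 nt and 54 nt of coding sequence. The targeted site GGAGTTTTCGCATATTACTT has 20 nt. Read from its base 2 it encodes EFSHIT, which is part of the peptide that the paper proposes as a bipartite nuclear localization signal. The reference used here holds the annotation without the genome sequence, so the site itself was not placed.

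**Figure D3:**
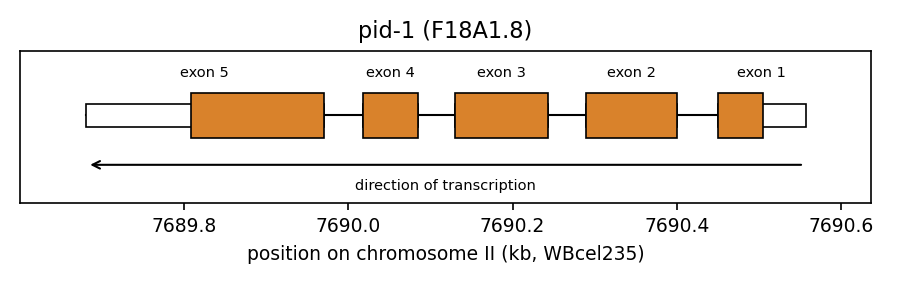
Gene model of *pid-1* (F18A1.8) to scale on chromosome II of WBcel235, with position in kb on the horizontal axis. Orange boxes are coding sequence, white boxes are untranslated exon sequence and lines are introns. Exon 1, with 54 nt of coding sequence, is at the right end.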

The sequences of *pid-1* at the targeted site and of the two derived alleles are listed in the Supplemental Material.

### Microscopy

The screen for Pid mutants was performed using a Zeiss M2Bio dissecting microscope. Fluorescence images were taken on a Leica DM6000 B upright microscope with 400× amplification. Silencing onset of active transgenes was analyzed using a Leica M165 FC stereo microscope with a 1× objective (120× amplification) or a 4× objective (480× amplification).

### RNAi

Sensitivity to RNAi was tested by feeding *E. coli* expressing dsRNA against *pos-1* (Ketting et al. 1999). Animals were placed on RNAi food as L4 larvae and allowed to lay eggs for 2 d, after which survival was scored. Each strain was tested between four and six times.

### Data analysis

Detailed information on data analysis is provided in the Supplemental Material.

### PID-1 antibody

Custom, affinity-purified antibodies against PID-1 were ordered from SDIX, using the whole protein sequence of PID-1 as an antigen. The antibody (animal no. Q5941) was used in a 1:200 dilution on Western blots.

### Nucleo–cytoplasmic fractionation

Synchronized adult worms were washed with extract buffer (20 mM MOPS at pH 7.5, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 10% glycerol, 2 mM DTT, proteinase inhibitors [Roche Complete ULTRA]) and resuspended to a final volume of 4 mL. The suspension was then dripped into liquid nitrogen, and the frozen pellets were ground to a fine powder. The powder was transferred to a glass douncer, thawed on ice, and sheared (30 strokes, piston B). The extracts were then centrifuged twice at 200*g* to remove debris. The supernatant (crude extract) was centrifuged at 2000*g* to separate the nuclear fraction from the cytoplasmic fraction. Nuclear fractions were washed twice with extract buffer, whereas the cytoplasmic fraction was centrifuged at 21,000*g* to remove any remaining debris.

### Small RNA library preparation

Small RNA was isolated with a Mirvana kit from Life Technologies. Following isolation, this RNA was treated with TAP and calf intestinal phosphatase followed by TAP (CIP-TAP) or NaIO_4_. The wild-type;21U sensor and *pid-1(xf14)*;21U sensor libraries (oxidized and nonoxidized) were prepared as described before (Kamminga et al. 2012). Wild-type, *prg-1*, *pid-1(xf14)*, *pid-1(xf35)*, and *pid-1(xf36)* libraries (TAP and/or CIP-TAP) were prepared as described in the Supplemental Material. Sequencing data are available at Gene Expression Omnibus, entry GSE55309.

How the deposited data were processed for this re-analysis (not part of the article)

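Small RNA libraries from *C. elegans* adults were compared between wild type, *pid-1* mutants and *prg-1* mutants. Of the 12 samples of the series, 9 have a processed file and were used: 2 wild-type libraries (N2 and the strain with the 21U sensor), 3 *pid-1* libraries (*xf14*, *xf35* and *xf36*) and 1 *prg-1(pk2298)* library from TAP-treated RNA, and 1 CIP-TAP library each from N2, *pid-1(xf14)* and *prg-1(pk2298)*. The other 3, the oxidized wild-type;21U sensor and *pid-1(xf14)*;21U sensor libraries and the TAP-treated *pid-1(xf14)*;21U sensor library, were not analysed here. The *xf14*, *xf35* and *xf36* libraries served as replicates of *pid-1* and the N2 and 21U sensor libraries as replicates of wild type, as in the legend of Fig. 4. Small RNA reads at 21U loci cannot show the expression of *pid-1* or *prg-1*, so the labels could not be checked against the mutated genes.

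The deposited files list single reads in 10 columns and carry no header. The submitters' processing notes name CASAVA 1.8.2. The aligner, the mismatches allowed and the genome build are not stated in the labels or the paper's text, and the positions in the files depart from WBcel235, so none of them was printed. What the authors kept, tested on the files, is reads on 6484 annotated 21U loci that start within 5 nt of the annotated 5′ end, and no other reads. The deposited values used are the first and last position of each read relative to that end and its length in nt, which carry no normalization. From these, reads were tallied per library and locus. Reads numbered 343191 in N2, 408911 in the wild-type 21U sensor library, 13432 in *xf14*, 8165 in *xf35*, 10022 in *xf36* and 10658 in *prg-1*, and 39591, 6750 and 32558 in the CIP-TAP libraries of N2, *xf14* and *prg-1*. A few reads are listed more than once, with 66 extra lines in the 21U sensor library, 4 in N2, 2 in the *prg-1* CIP-TAP library and 0 in the others, and all lines were kept. Locus coordinates and overlapping genes came from the Ensembl release 115 annotation of WBcel235, matched by locus name, and 21ur-586 and 21ur-8412 had no match.

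The paper's normalization to total miRNA counts needs reads that are not in the files. Mature reads are therefore numbers per library, and folds of them are not corrected for depth. Shares of reads within a library, and ratios of precursor to mature reads, need no such correction. Precision is limited by the reads in the mutant libraries. Each share has a 95% Wilson interval or a bootstrap interval over loci (1000 resamples). Groups of libraries were compared with exact two-sided permutation tests, which cannot go below p = 0.2 with 3 against 2 libraries, and pairs of libraries with Fisher's exact test.

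For single loci the tests were chosen before the data were examined as count tests. The files list a position per read and hold no counts, and for that case the plan named limma on log2 of the value plus 1. Count tests could have been run on the tallies made here, which are whole numbers, but were not. Limma 3.58.1 in R 4.3.3 was run on log2 of scaled reads plus 1, with a mean-variance trend, scaling by the trimmed mean of M values and Benjamini-Hochberg adjustment at 0.05. The scaling is meant to make each change one relative to the typical locus, and it removes most of the overall loss. It did not centre every fit, with a median log2 fold change in *pid-1* of 0.55 with all libraries, 2.12 without N2 and −0.97 without *xf14*. The scaling factor was 0.129 for the wild-type 21U sensor library and 1.61 to 1.71 for the others. A locus was kept with at least 15 reads in all and, in at least 2 libraries, the share that 10 reads make of the library of median size. That library is a *pid-1* library when all 5 are used. The share then amounts to few reads in a *pid-1* library and to many in a wild-type one. The filter therefore favoured loci that kept mature reads in *pid-1*. The locus 21ur-12557 was tested, with 2 mature reads in wild type and 23 in *pid-1*. The locus 21ur-7654, with 14617 and 1, was not, so the lack of lower calls does not cover such loci. On simulated data for *pid-1* against wild type, this test recovered 28.6% of loci changed 4-fold (49 changed loci tested) and 81.4% of those changed 8-fold (70 tested), with 1 false call each. The voom weights of limma, an alternative that called 0 loci in *pid-1*, recovered 30.6% and 97.1%, with 1 and 2 false calls. Apart from the changed loci, the simulation drew all libraries from 1 shared profile with 1 spread. The real wild-type libraries lay much further apart, with a chi-square per degree of freedom of 255 between N2 and the 21U sensor library. These percentages therefore do not carry over to the deposited data.

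The ratio of precursor to mature reads per locus was first tested with a quasi-binomial model, in place of the planned count test. On simulated data for *pid-1* against wild type it recovered 0 of 68 loci whose odds were changed 8-fold and 2.94% of those changed 16-fold. In all, 4 forms of the test were run, each on the deposited data as well as on simulated data, so the form reported was chosen after the calls of the others had been seen. The quasi-binomial model called 55 loci in *pid-1* and 15 in *prg-1*. Limma on the log2 ratio, run for *pid-1* only, called 77 and recovered 17.6% and 41.2% of the simulated changes, with 7 and 12 false calls. A logistic model whose weights allow for a spread between libraries beyond binomial noise (Williams weights, with 1 shared correlation of 0.0388 for *pid-1* and 0.0379 for *prg-1*), with a dispersion per locus moderated across loci, called 0 in both and recovered 0 of the 68 changed loci at either fold. The same weights with degrees of freedom pooled over loci, and a dispersion of at least 1, form the model reported. It recovered 32.4% and 60.3%, with 3 false calls each. The simulation was also changed between the forms, from 1 spread for all loci to a spread drawn per locus and from 4-fold and 8-fold to 8-fold and 16-fold changes. The percentages here are all from the changed simulation. The other forms were kept as alternatives.

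Groups of loci were tested with limma's camera. The rule for naming loci, set before the data were examined, was 21ur-1 and every locus the paper names, the 10 loci highest in wild type, up to 8 loci with the largest rise and 8 with the largest fall among those past the threshold with every *pid-1* library on the same side of both wild-type libraries, and the 5 loci with the most upstream reads in *pid-1*. The locus 21ur-1 had 0 reads in the files. Loci named beyond this rule were chosen after their values were seen. Alternatives covered the replicates included, read length, locus limits, the window, the definition of a precursor, pseudocounts of 0.1 and 5, the scaling and the filter. The alternatives with other count tools, the comparison of loci with and without the upstream motif, which needs a genome sequence, and that of miRNA families were not run. Tallies, intervals and permutation tests were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, one regression with scikit-learn 1.9.0, the translation of the target site with biopython 1.88 and plots with matplotlib 3.10.9.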

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

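The tests on these loci were chosen after the result was seen.

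The *prg-1* TAP library held more reads than both wild-type TAP libraries at 12 of the loci with at least 20 reads in it, a signal at loci that the paper does not discuss. Together they gave 5050 reads, or 47.4% of the reads in that library. The locus 21ur-1430, which overlaps *mir-790*, had 2769 reads in *prg-1*, 987 in N2 and 9 in the wild-type 21U sensor library. The locus 21ur-9719, opposite *linc-22*, had 1250 against 267 and 60, and it was also above both wild-type libraries in each *pid-1* library, with 295 to 482 reads. The locus 21ur-10492 had 493 against 370 and 78. The others were 21ur-14793 with 134 reads in *prg-1*, 21ur-12937 with 104, 21ur-9823 with 78, 21ur-12561 with 62, 21ur-15630 with 51, 21ur-13563 with 32, 21ur-10646 and 21ur-13215 with 28 each, and 21ur-5459 with 21. The excess was small at some of them, with 31 reads in N2 and 10 in the 21U sensor library at 21ur-13563, and 13 and 15 at 21ur-5459. Without correction for depth such differences cannot be called a rise. Of the 12 loci, 10 overlap another annotated gene, 2 on the same strand and 8 on the opposite strand, and 7 lie on chromosome IV. The share of all 21U loci that overlap a gene is not given here for comparison. There is 1 *prg-1* TAP library and no replicate check.

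A deeper *prg-1* library alone would raise these loci by 1 common factor, but their ratios of *prg-1* to N2 reads differed far more than counting noise (Pearson dispersion 24.5, where noise gives 1). Depth alone would not give such a spread. It may still add to the rise at these loci, as the reads are not corrected for depth. It also stays open which of these reads are of other RNAs and which are of precursors of the annotated 21U-RNAs, a biological explanation. Of their TAP reads 0.354% are 21-nt reads with a 5′ uracil at the annotated 5′ end, against 80.3% at the other loci, but precursors lack the mature end as well. At 5 of the 12 loci (21ur-12937, 21ur-12561, 21ur-13563, 21ur-10646 and 21ur-5459) more than 50% of the *prg-1* reads start upstream and are at least 26 nt long, with 61.5 to 100% per locus, and these may be precursors. At the other loci, 21ur-1430 and 21ur-9719 among them, 0 to 8.97% are, so most of their reads lack this form. The commonest *prg-1* read was of 22 nt starting at −1 at 21ur-1430 (89.6%) and of 23 nt starting at +4 at 21ur-9719 (20.8%). Which RNAs the reads at these other loci come from was not tested.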

How the results depend on the processing

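The fit with voom weights, the model reported for the precursor ratio and its alternatives, the mature reads per 21ur-1430 read, those of chromosome IV without 21ur-1430 and the coverage with a library left out were chosen after the result was seen.

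No paired analysis was possible because the libraries of the genotypes share no replicate numbers. Leaving out 1 library in turn, the ratio of mature reads in wild type to *pid-1* ranged from 52.2 to 73.1, and the difference in the share of upstream reads from 23.1 to 27.5 percentage points. The difference in the 21-nt share of mature reads ranged from −7.66 to −2.40 points, and was −2.61 with loci under 1% of the reads only. The coverage differences ranged from 26.4 to 31.2 points at −2, from 22.2 to 26.9 at +21 and from 16.8 to 20.5 at +25. Per upstream read the ratio of mature reads was 16.5, and per 21ur-1430 read 452, where the wild-type 21U sensor library has only 9 such reads. The direction of these results held under every alternative run. None of the permutation tests could pass 0.05, so they do not speak for or against stability.

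The *pid-1* mean of reads with a 5′ uracil moved to 98.1% with loci under 1% of the reads only. The mean length of CIP-TAP precursor reads moved to 27.97 nt in N2, 28.5 in *xf14* and 28.5 in *prg-1* when each pair of locus and length counted once. The mean correlation of the *pid-1* alleles, 0.699, was 0.335 over loci with at least 1 read.

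The count of loci with another mature level in *pid-1*, 2, ranged from 0 to 77 with 1 library left out. It was 77 (62 higher and 15 lower) without N2, where 79 of 101 loci lay above 0 because the fit was not centred (median 2.12), 10 (7 higher and 3 lower) without the wild-type 21U sensor library and 0 without any 1 of the *pid-1* libraries, when the filter keeps 1052 to 1125 loci because the library of median size is then larger. The log2 fold changes of 21ur-8412 and 21ur-10492 then stayed at 4.26 to 5.03. It was 0 with no filter, 0 with reads of 21 nt only, 0 with a pseudocount of 5 and 0 with voom weights. Without TMM it was 3, with 2 higher and 1 lower. For *prg-1* the count of 2 ranged from 0 to 61 (36 higher and 25 lower, without N2) with 1 library left out, and was 1 without TMM and 0 with no filter. The log2 fold change of 21ur-4730 was −2.28 without the 21U sensor library and reversed to 1.66 without N2, which is below the median of that fit. That of 21ur-4748 was −5.18 without N2 and reversed to 1.57 without the 21U sensor library, where the median was 0.16. The cause was not tested beyond the changes in the filter and the centre of the fit.

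The count of loci with another precursor ratio in *pid-1*, 73 and all higher, ranged from 52 to 273 with 1 library left out. It was 273, 214 and 222 without *xf14*, *xf35* and *xf36*, when more loci pass the filter, and 355 with no filter. Without N2 it was 47 higher and 5 lower. With moderated dispersions per locus it was 0 in *pid-1* and 0 in *prg-1*, where a simulation with 68 changed loci also gave 0, so the call of any single locus rests on the form of the model. In *prg-1* the count of 69 ranged from 59 to 75, was 329 (327 higher and 2 lower) with no filter and 15 with the plain quasi-binomial model. Fits that leave 1 wild-type library assume that it varies as the other groups do. Depth limits what can be said of single loci in the mutants, where few loci have enough mature reads.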

Differences from the paper's values

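The share of reads that start upstream or end past the 21st nt, and mature reads per 21ur-1430 read, were tests chosen after the result was seen.

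The paper's value for the loss of mature 21U-RNAs in *pid-1(xf14)* is 10-fold, normalized to miRNA counts, and the value here is 39.7-fold for N2 over *xf14*, without normalization. The paper names animals that also carry the 21U sensor for this part, and the *pid-1(xf14)*;21U sensor library was not analysed here. Of the alternatives set before the data were examined, mature reads per upstream read gave 9.63-fold, within the paper's value. Reads of 21 nt only (39.9), loci under 1% of the reads (41.6) and starts within 1 nt (35.7) did not come within it. Mature reads per upstream read also change when upstream reads are gained or lost. That ratio is therefore another measure than the paper's, and its closeness to 10 does not bear on the loss of mature reads alone. The value shown for *xf14* in Fig. 1A, about 44-fold below wild type as read by eye, did not differ from 39.7.

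For *prg-1* the paper's Fig. 1A shows mature reads about 440-fold below wild type, read by eye, and the value here is 130-fold. None of the alternatives set before the data were examined came within the paper's value: reads of 21 nt only gave 182, loci under 1% of the reads 122, starts within 1 nt 57.7 and mature reads per upstream read 49.9. Mature reads per 21ur-1430 read, chosen after seeing the values, gave 364. The same measure gave 31.2-fold for *xf14*, against 10-fold in the paper's text and about 44-fold by eye in its Fig. 1A.

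The paper's share of precursor reads in *prg-1* is 80%, and the value here is 49.4% of reads starting at −3 to −1. Of the alternatives set before the data were examined, no limit of 1% per locus (55.5%) and reads longer than 21 nt (65.3%) came within 1.5 times the paper's value. Equal weight per locus (48.0%), reads starting at −2 only (43.0%), upstream reads of at least 26 nt (36.4%) and a window of 2 nt (52.4%) did not. Reads that start upstream or end past the 21st nt, chosen after seeing the values, made up 71.6%, and 83.8% with no limit of 1% per locus. The values with no limit, 55.5 and 83.8%, count 21ur-1430, which gave 2761 of the 5916 upstream reads. Most of its reads are 22 nt long and start at −1, so these values do not measure long precursors alone. The 83.8% also counts reads at 21ur-9719, where the commonest read is 23 nt long and starts at +4.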

Other observations

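Of the tests below, those of too few reads per locus, of the 21-nt share in *prg-1* and of the ratio of losses between chromosome IV regions were chosen after the result was seen.

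The N2 and 21U sensor wild-type libraries rank 21U loci differently, with a median log2 ratio of 0.54 (interquartile range −2.59 to 3.32) over 1880 loci with a mean of at least 10 reads. The sign of their correlation depends on the loci included, as rho is below 0 over these loci and above 0 over all loci with a read. Too few reads per locus would not give this, since rho was −0.0143 over the 47 loci with at least 200 reads in both libraries, where counting noise alone leaves 0.993. GC content of the 21U sequence explained little (rho 0.0684). A candidate explanation is a sequence preference of the 2 library preparations at the read ends, as the bases at positions 2 to 5 and 18 to 21 predicted the ratio with an R2 of 0.150 in held-out loci, which leaves most of it unexplained. Strain and flow cell differ together with the preparation, and a difference between the strains was not tested.

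The mature reads left in *prg-1* follow the N2 profile over the 111 loci with at least 500 N2 reads (Spearman's rho 0.826). Reads carried over from the N2 library on the same flow cell may explain them, since their dispersion around a constant share of the N2 reads was 1.33, near counting noise. A biological explanation is 21U-RNAs made without PRG-1 in the same proportions. The 21-nt share at these loci was 85.7% in *prg-1* and 92.7% in N2, a difference of −6.96 percentage points. Carry-over alone would give the share of N2, so it may not account for all of these reads. The 2 explanations stay open, and the profile across loci cannot tell them apart because both predict that of N2. The *pid-1* libraries were sequenced on that flow cell too, so carried-over reads may be among their mature reads. Carry-over alone would not give their profiles, as their chi-square per degree of freedom against N2 was 8.07, 6.88 and 6.87 in *xf14*, *xf35* and *xf36*. How much it adds there was not tested.

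On chromosome IV most 21U loci lie in 2 regions, which were fixed before the data were examined. Mature reads in the first region, with 1276 loci, were 71.8-fold fewer in *xf14* than in N2, 90.2-fold in *xf35*, 80.3-fold in *xf36* and 142-fold in *prg-1*. In the second region, with 4813 loci, they were 38.9-fold, 80.3-fold, 59.6-fold and 165-fold fewer. The ratio of the 2 losses was 1.85 in *xf14* (bootstrap interval 1.39 to 2.43), 1.12 in *xf35* (0.874 to 1.44), 1.35 in *xf36* (1.05 to 1.74) and 0.863 in *prg-1* (0.708 to 1.05). Against the wild-type 21U sensor library each of these intervals included 1. On other chromosomes mature reads were 1.95-fold, 4.46-fold, 2.61-fold and 1.15-fold fewer, where 21ur-10492 gave 171 of 190 reads in *xf14*. Limma's camera test of *pid-1* against wild type sets each region against the other loci, but 9 and 131 of the 143 tested loci lie in these regions, so it has few loci to compare with and cannot tell whether they differ. The median log2 fold changes were 0.26 and 0.55 (adjusted p = 0.439 for both with the preset correlation and 0.563 with an estimated one). The medians were above 0 while camera gave the direction as down. Without the wild-type 21U sensor library the first region's median was −0.56 and the second's 0.22. Without N2 they were 2.38 and 2.11.

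Among upstream reads of at least 26 nt in TAP-treated libraries, 15.9% reached 32 nt in *prg-1* (confidence interval 14.3 to 17.6%), against 34.4, 41.0 and 42.1% in *xf14*, *xf35* and *xf36*. N2 had 12.2% and the wild-type 21U sensor library 24.0%. In the CIP-TAP libraries the share was 33.3% in N2, 30.3% in *xf14* and 36.4% in *prg-1*. No explanation was tested.

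The locus 21ur-8412, whose reads mostly are 21 nt long and start with G at the annotated 5′ end, gave 82.04, 79.8 and 83.5% of the reads with a mature 5′ end in the CIP-TAP libraries of N2, *xf14* and *prg-1*. The locus 21ur-5666 had 4402 reads in N2, mostly of 22 nt with a 5′ G at −2, and 83 in the wild-type 21U sensor library, 604 in *xf14*, 184 in *xf35*, 282 in *xf36* and 19 in *prg-1*.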
